A study of Arabidopsis thaliana with 8 samples. Its data were reported in "Combining laser-assisted microdissection (LAM) and RNA-seq allows to perform a comprehensive transcriptomic analysis of epidermal cells of Arabidopsis embryo" (2018).

How the data were processed

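RNA was sequenced from epidermis and mesophyll of cotyledons of wild-type Col-0 embryos, cut from paraffin sections of seeds by laser microdissection. The study gives the stage as torpedo in its results and as linear in its methods. Per the study's methods each replicate pooled sections from several siliques of 1 plant, and replicates were harvested on different dates. The labels give a tissue and a replicate number per library but tie no number to a plant or a date. Libraries were made with a SMART-Seq v4 low-input kit from poly(A) RNA, without strand information and without molecular identifiers, so reads are not independent molecules.

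The authors trimmed reads on quality and length, removed ribosomal reads with sortMeRNA, aligned pairs with Bowtie2 in local mode to TAIR10 representative gene models and counted them with a script of their own. The submitters' processing notes also name TopHat2. Per the file headers, the deposited values are raw counts of read pairs per gene model: singletons were treated like unmapped reads, and reads with an equally good second match were removed, which lowers counts of genes with near-identical paralogs. The files also hold counts of reads taken singly, which were used here only in an alternative. The files were checked to hold whole numbers whose sums equal the header totals. Of 33602 identifiers, 32835 (97.7%) matched the TAIR10.1 annotation, which gave gene names, coordinates and the longest run of A or T in annotated exons. The files themselves hold no coordinates.

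Between 27676412 and 36685627 pairs were counted per library. A gene with no pair in a library was below 3 pairs, or 0.0818 to 0.108 CPM. Where all mesophyll libraries were at 0 the fold is given against this floor per library, and with 1 to 3 mesophyll pairs as the ratio of pooled counts with its exact 95% Poisson interval. No pair of libraries of a tissue was a copy of another (chi-square per degree of freedom of 93.9 to 284).

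Analyses were run in R 4.3.3. Genes with at least 1 CPM in at least 4 of 8 libraries were kept (15794), scaled by TMM in edgeR 4.0.16 and fitted with replicate number as a block plus tissue. The quasi-likelihood F test was used in its legacy form, with Benjamini-Hochberg adjustment and calls at 0.05 or less. The SE of a log2 fold change is its size over the square root of F. Residuals of same-numbered libraries correlated at 0.0102, -0.0019, 0.0702 and -0.0102 across genes, and the own number matched best for 1 of 4, so the data did not show that the numbers pair the samples, and the fit with no block was an alternative.

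A set of 22 gene lists was fixed before the data were examined, as were the tests, the alternatives and the rule for named genes, except where a choice is said to be made after. The lists were HD-ZIP IV family, protoderm and epidermal patterning, stomatal lineage, very-long-chain acyl-CoA elongation, wax and cutin synthesis, cuticular lipid export, phenylpropanoid and early flavonoid, late flavonoid and anthocyanin, endosperm, seed coat, vascular and procambial, photosynthesis, storage proteins and oil bodies, plastidial fatty acid synthesis and triacylglycerol, embryo maturation regulators, adaxial-abaxial polarity, rapid stress and touch response, jasmonate, heat shock, cell cycle, reference genes, and transcription factors tabled by the study. They were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), with an estimated correlation and with fry beside it. Lists of SWEET sugar transporters and of photorespiration were added after the data were seen. Named genes were the 8 called genes with the largest fold in each direction with at least 5 CPM in the higher tissue and the same direction in 4 pairs, up to 3 called genes per list with the smallest adjusted p, and the genes that the study's text discusses. Other list members named in the text were chosen after their values were seen.

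Values per library (genes detected, distance to the tissue mean in log2 CPM, summed CPM of marker lists, share of plastid and mitochondrial counts) were compared with two-sided exact permutation tests over 70 arrangements, whose smallest p is 0.0286. Differing genes were counted for each subset of 2 and 3 replicate numbers. Homopolymer models were defined after the data were seen, as models with a run of 20 or more A or T bases in annotated exons or, at 50 CPM or more, with an SD below 0.25 of the log2 ratio to the most abundant model. They numbered 229, of which 186 were tested.

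Alternatives were the fit with no block, the likelihood ratio test, DESeq2 1.42.0, limma-voom with quality weights, other scaling factors, other filters, thinning to the smallest library, a minimum of 2-fold, each replicate number left out, and each library left out with no block. Added after the data were seen were reads counted singly, homopolymer models left out, the bias-adjusted quasi-likelihood fit, the likelihood ratio test with no block by number of replicates, and fold limits and pooled ratios with each replicate left out.

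The scripts' tests were tested on simulated data with this design, in 5 simulations of epidermis against mesophyll with 200 changed genes among 15339 tested. The quasi-likelihood test with the block recovered 5.2%, 46.8%, 67.6% and 88.4% of genes changed by 1, 2, 3 and 5 log2 units, and 5.28% of its calls were false. The share of false calls was 4.41% with no block, 21.2% for the likelihood ratio test, 7.21% for voom, 8.65% for the bias-adjusted fit and 46.6% for DESeq2. Camera called the 1 shifted list of 20 genes in 5 of 5 simulations and no unchanged list, and fry called it in 4 of 5 with 2 unchanged lists called. Simulated genes were independent of each other, with no replicate effect and the same dispersion in both tissues. The simulations therefore do not show the false calls for lists of correlated genes. In the data the estimated correlation ran from -0.02 for jasmonate to 0.83 for storage and oil body genes.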

Results

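Gene expression was measured by RNA sequencing in the epidermis and the mesophyll of wild-type Arabidopsis embryos, each tissue taken from seed sections by laser microdissection. The study calls their stage torpedo in its results and linear in its methods. There were 4 epidermis and 4 mesophyll libraries. The epidermis libraries held 36685627, 27676412, 28433568 and 31669520 counted read pairs for replicates 1 to 4, and the mesophyll libraries 28155799, 33715119, 28903983 and 31560179. Gene models of the nuclear, plastid and mitochondrial genomes were counted. Levels of single genes are TMM-scaled CPM (counts relative to the library total), and summed levels of marker lists are CPM without TMM scaling, each as mean ± SD over n = 4 libraries. Fold changes are log2 of epidermis over mesophyll.

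The first comparison asked which genes differ between the outer cell layer and the mesophyll of the embryo. Epidermis carried far more transcript of protoderm and cuticle genes, and mesophyll more of some photosynthesis genes. PDF1, a gene of the outermost cell layer, was at 1487 ± 516 CPM in epidermis and 181 ± 69.9 CPM in mesophyll. DCR, an acyltransferase of cutin synthesis, was at 900 ± 230 against 121 ± 38.8 CPM, and LTPG1, a lipid transfer protein of wax export, at 1273 ± 339 against 178 ± 82.3 CPM. Of 15794 genes tested with the edgeR quasi-likelihood F test, 171 differed at an adjusted p of 0.05 or less, 155 of them higher in epidermis and 16 higher in mesophyll. The median log2 fold change was 2.98 for the first set and -1.58 for the second. The count was 361 with no block for replicate number (276 higher in epidermis) and 821 with the likelihood ratio test (557 higher in epidermis). It fell to 76 without replicate 1 and to 54 without replicate 3, and was 149 without replicate 2 and 150 without replicate 4. These p-values measure the spread between these samples.

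The genes with the largest folds in epidermis had almost no transcript in mesophyll. TPS2, a trehalose-6-phosphate synthase, was at 27.5 ± 16.8 CPM in epidermis and had no read pair in any mesophyll library, so it was at least 280-fold higher against a floor of 3 pairs per library. On the same floor AT5G53100 was at least 228-fold higher, AT1G69860 at least 185-fold higher and the glycosyl hydrolase gene GH9B8 at least 168-fold higher. JR1, a lectin gene known from jasmonate responses, had a ratio of pooled counts of 2485 with a 95% counting interval of 446 to 98180. The ratios were 1407 for CYP71A23 (252 to 55631), 913 for MPL1 (163 to 36104) and 834 for NARS1 (231 to 6896), a NAC transcription factor that is in the fixed seed coat list. Floors and intervals cover counting error only. They treat each read pair as an independent molecule, which does not hold without molecular identifiers, so the true uncertainty is wider. Some of these limits rested on 1 replicate. Without replicate 4 the limits of AT5G53100 and AT1G69860 were 143-fold and 104-fold and the CYP71A23 ratio was 396. Without replicate 1 the ratios of JR1 and NARS1 were 1618 and 1542. With the replicate of their 1 mesophyll pair left out, the ratios became limits of at least 139-fold for JR1 (replicate 4), 123-fold for CYP71A23 (replicate 3) and 60.9-fold for MPL1 (replicate 3). The edgeR calls of these 8 genes had adjusted p from 0.00429 for JR1 to 0.0394 for GH9B8. None of the 8 passed without each of the 4 replicates in turn: JR1 was lost without replicate 4 (adjusted p = 0.0557), TPS2 without replicates 1 and 3 (0.0622 and 0.0858), and the other 6 without 3 or 4 of the replicates, with adjusted p of up to 0.289 for MPL1 without replicate 3. The summed level of endosperm markers was also higher in epidermis, at 315 ± 51.9 against 54.8 ± 24.95 CPM.

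Regulators of protoderm identity were higher in epidermis. PDF2 and ATML1, a pair of HD-ZIP IV homeodomain proteins that specify the outer cell layer, had log2 fold changes of 3.15 (SE 0.30, adjusted p = 0.00377) and 3.12 (SE 0.47, adjusted p = 0.0236) in the edgeR test. PDF2 lies on chromosome 4 from 2476390 to 2482447 on the minus strand, and ATML1 on chromosome 4 from 11555039 to 11560771 on the plus strand (TAIR10.1). Their levels were 265 ± 79.4 against 32.5 ± 18.0 CPM and 132 ± 34.9 against 18.2 ± 10.4 CPM. HDG2 (4.43) and HDG5 (4.04) of the same family were also called. Of 9 tested HD-ZIP IV genes, 4 were higher in epidermis over all genes tested and 9 when adjusted over the list alone, and the family was called by limma's camera (median log2 fold change 3.12, adjusted p = 8.37e-10). That call was lost at adjusted p = 0.0799 with an estimated correlation. The PDF2 call stood without any 1 of the 4 replicates. ATML1 was lost without replicates 1 and 2 (adjusted p of 0.133 and 0.0658), HDG2 without replicates 1 and 3 (0.119 and 0.0804) and HDG5 without replicates 1, 3 and 4 (0.0572, 0.0664 and 0.0633). Endosperm markers moved the same way (315 against 54.8 CPM).

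Other protoderm and patterning genes moved with them. FDH, a ketoacyl-CoA synthase needed for separate organ surfaces, was at 329 ± 102 against 35.8 ± 11.8 CPM (edgeR adjusted p = 0.00150). PDF1 had a log2 fold change of 3.10 and the receptor kinase GSO2, which is needed for an intact embryonic cuticle, 2.97. EGL3, a bHLH factor of epidermal patterning and anthocyanin synthesis, was at 2.52 (adjusted p = 0.0232), and it was lost without replicates 2, 3 or 4 (0.0706, 0.130 and 0.0569). The root and hypocotyl patterning factor WER was not called: it had 14.2 ± 13.3 CPM in epidermis and 2.07 ± 4.01 in mesophyll, with an adjusted p of 0.341. Of 13 tested genes of this list 5 were higher in epidermis, and 8 were higher and 1 lower when adjusted over the list alone. Camera gave a median of 2.52 and adjusted p = 2.40e-08, but adjusted p = 0.111 with an estimated correlation. None of 10 tested stomatal lineage genes passed over all genes in the edgeR quasi-likelihood test, where 7 had an unadjusted p under 0.05, and 5 passed the likelihood ratio test. When adjusted over the list alone 7 were higher in epidermis, SPCH and TMM among them. That list had a median log2 fold change of 1.87 (camera adjusted p = 6.69e-05, and adjusted p = 0.111 with an estimated correlation), and its mean difference was 0.90 with a filter of 10 CPM in place of 1.62. Both lists moved the same way as endosperm markers (315 against 54.8 CPM).

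**Figure D1:**
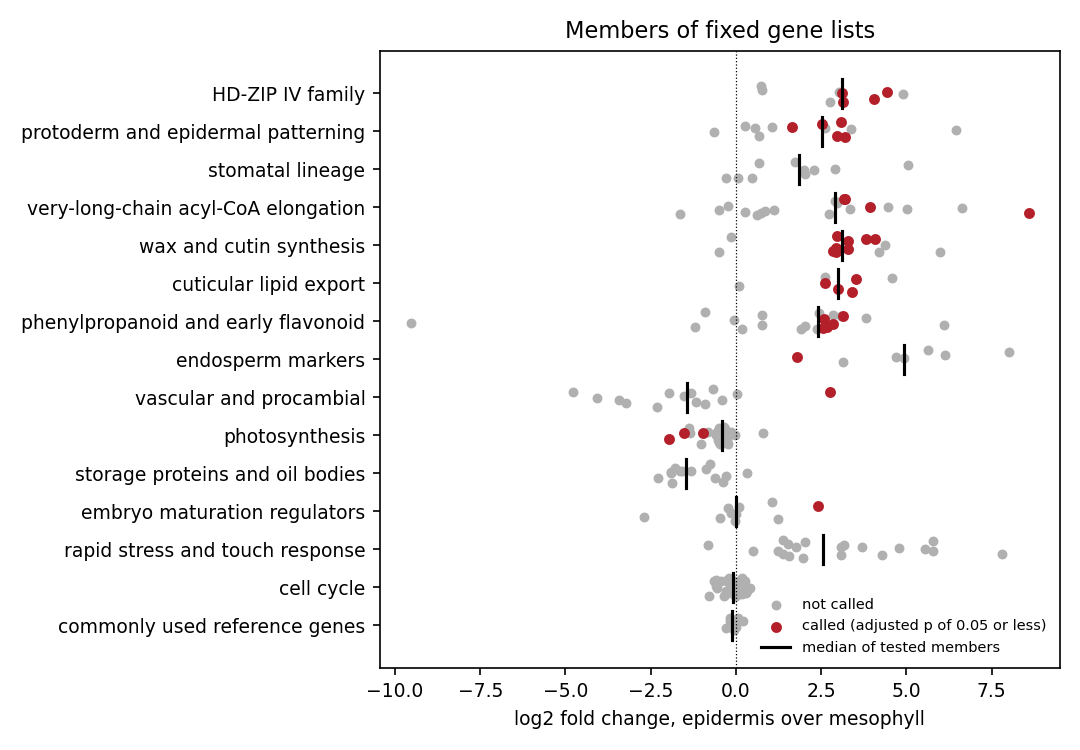
Log2 fold change of epidermis over mesophyll (horizontal axis) for the tested members of 15 fixed gene lists, with 1 point per gene, red where the edgeR adjusted p was 0.05 or less, and a black bar at each list's median. The medians of the cuticle, protoderm and endosperm lists lie between 2.52 and 4.94, and those of the cell cycle and reference gene lists at -0.08 and -0.10.

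Genes that make and export the cuticle were higher in epidermis at several steps of the pathway. For chain elongation KCS6, the condensing enzyme of cuticular wax precursors, was at 154 ± 57.9 against 18.6 ± 8.62 CPM (log2 fold change 3.16, SE 0.32, edgeR adjusted p = 0.00429) and KCS20 had a log2 fold change of 3.92. For wax and cutin synthesis DCR had 2.93 (SE 0.20, adjusted p = 0.00191), the wax elongation factor CER26 2.85 and BDG, a hydrolase of cuticle formation, 3.28. For export the ABC transporter ABCG11 had 3.52, LTPG1 2.99 and LTPG2 3.40. CER3, of alkane formation, was at 3.82 (adjusted p = 0.0298) and HTH, an oxidoreductase of cutin synthesis, at 2.93 (0.0165). CER3 passed only where replicate 4 was the one left out, with adjusted p from 0.0891 to 0.110 in the other leave-one-out fits, and HTH was lost without replicate 3 (0.0992). FDH, KCS20, KCS6, DCR, CER26, BDG, ABCG11, LTPG1 and LTPG2 were called without each replicate in turn.

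Of 19 tested elongation genes 4 were higher in epidermis, and 12 were higher and 1 lower when adjusted over the list alone. FDH is the same gene as KCS10, so it counts in this list and in that of protoderm genes. Of 14 tested wax and cutin genes 8 were higher (12 adjusted over the list alone), and of 7 tested export genes 4 were (6 adjusted over the list alone). Camera called these lists with medians of 2.91, 3.12 and 2.99 and adjusted p of 3.53e-09, 5.67e-12 and 4.42e-08. The values were adjusted p = 0.0799, 0.111 and 0.0799 with an estimated correlation. With a filter of 10 CPM the mean difference of the elongation list was 1.21 in place of 2.21. Among genes that the study discusses, ACC1, the cytosolic acetyl-CoA carboxylase, had a log2 fold change of 1.12 (edgeR adjusted p = 0.138) and the enoyl reductase CER10 0.84 (0.0723), and neither was called, but CER10 was with no block for replicate number (0.0203), and both were by the likelihood ratio test (0.0159 for ACC1 and 0.00968 for CER10). CER1 of alkane synthesis, at 0.615 ± 1.07 and 0.170 ± 0.274 CPM, and the alcohol-forming reductase CER4, with no read pair in either tissue, did not pass the filter on low counts. Endosperm markers were higher in epidermis too (315 against 54.8 CPM).

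Early flavonoid genes were higher in epidermis as well. Chalcone synthase (CHS) was at 465 ± 278 against 69.4 ± 44.7 CPM (log2 fold change 2.85, SE 0.41, edgeR adjusted p = 0.0185), chalcone isomerase (CHI) had a log2 fold change of 3.15, the flavonoid 3′-hydroxylase (F3PH in the lists) 2.57 and the flavonol rhamnosyltransferase UGT78D1 2.69 (adjusted p = 0.00201). Flavonol synthase FLS1 was at 271 ± 176 against 50.9 ± 29.02 CPM and its regulator MYB111 at 43.0 ± 34.1 against 4.58 ± 2.92 CPM. Neither was called (adjusted p of 0.0735 and 0.267), and without replicate 4 both were (0.00636 and 0.0197). MYB111 stood at 2.39 CPM in epidermis replicate 4. Endosperm markers moved the same way as these genes (315 against 54.8 CPM). Of 20 tested genes 5 were higher in epidermis, and 13 were higher and 1 lower when adjusted over the list alone (median 2.42, camera adjusted p = 1.91e-07, adjusted p = 0.213 with an estimated correlation). CHI, F3PH and UGT78D1 were called without each replicate in turn, and CHS was called only without replicate 4, with adjusted p from 0.0520 to 0.0929 in the other leave-one-out fits. Most late flavonoid and anthocyanin genes were too low to test. Of 10 genes 2 were tested, 1 of them (EGL3) was higher in epidermis both ways, and the camera call (median 1.39, adjusted p = 0.0258) was lost at adjusted p = 0.236 with an estimated correlation and without replicates 2, 3 or 4 (0.0781, 0.0575 and 0.0617).

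Markers of the other seed tissues that the sections could hold were measured next. The summed level of 21 endosperm genes was 337, 293, 254 and 374 CPM in epidermis replicates 1 to 4 and 58.1, 69.3, 18.6 and 73.2 CPM in mesophyll. The difference of 260 CPM had p = 0.0286 in a two-sided exact permutation test, the smallest that 70 arrangements allow. SUC5, an endosperm sucrose transporter, was the most abundant of them at 145 ± 50.4 against 44.7 ± 19.6 CPM (log2 fold change 1.79, edgeR adjusted p = 0.0268), and its call was kept without replicate 4 and lost without replicates 1, 2 or 3 (0.129, 0.107 and 0.131). MYB118, a regulator of endosperm maturation, was at 23.9 ± 23.5 against 0.729 ± 0.441 CPM and was not called (log2 fold change 4.68, adjusted p = 0.0823). It was called without replicate 2 (0.0332), with no block for replicate number (0.0133) and by the likelihood ratio test (0.000159). Of 7 tested genes 1 was called and 6 were higher when adjusted over the list alone (median 4.94, camera adjusted p = 2.94e-07, adjusted p = 0.125 with an estimated correlation). Of the list, 4 genes are in other lists too, 2 of them among the transcription factors that the study tabled on these samples.

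For seed coat markers the result depended on the measure. Their mean of log2(CPM + 1) was higher in epidermis by 0.43 (exact two-sided permutation p = 0.0286). Their summed level was 2488 ± 340 CPM in epidermis and 1968 ± 103 in mesophyll (exact two-sided permutation p = 0.0857), most of it at SHP1, whose exons hold a run of 31 A or T bases. Without such gene models the level was 187 ± 71.7 against 192 ± 56.7 CPM (exact two-sided p = 0.886). Of 6 tested genes 1 was called and 2 were higher when adjusted over the list alone, NARS1 and MYB56. MYB56 had no mesophyll read pair, so at 7.29 ± 2.09 CPM it was at least 73.4-fold higher in epidermis, but it was not called (edgeR adjusted p = 0.102). It was called with no block for replicate number (0.0106) and by the likelihood ratio test (1.06e-06). The list was called by camera (median 0.83, adjusted p = 1.00e-04), with adjusted p = 0.118 with an estimated correlation, and not with a filter of 10 CPM (0.492).

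**Figure D2:**
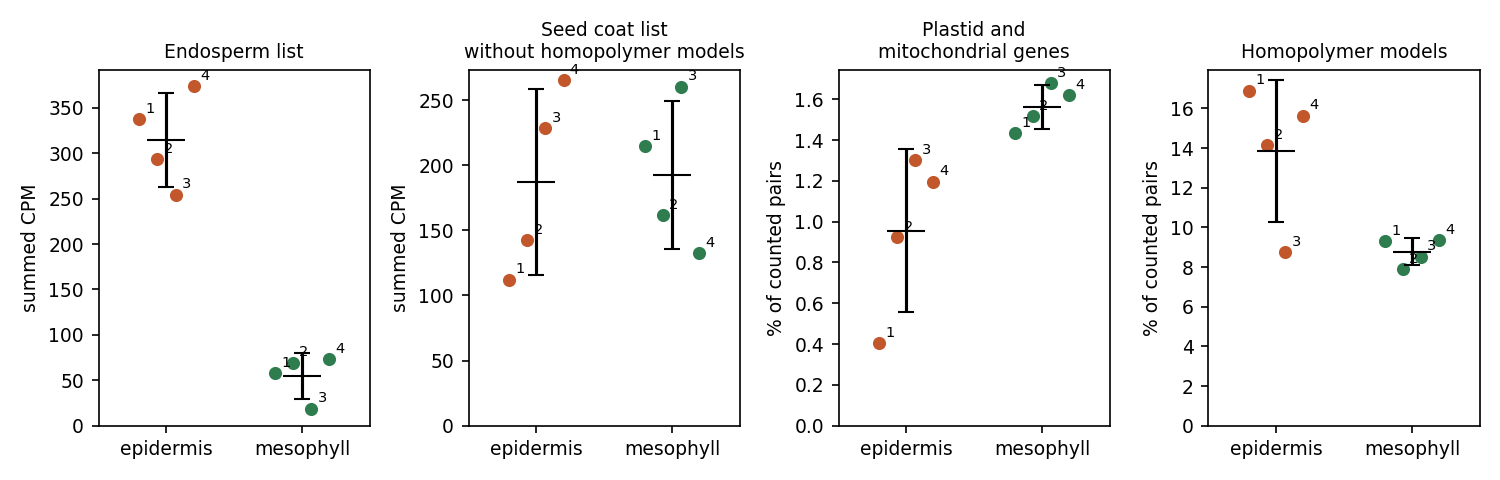
Per library (points numbered by replicate; bars, mean and SD of n = 4), the summed CPM of the endosperm list and of the seed coat list without homopolymer models, which are gene models with long A or T runs or in a fixed ratio to the most abundant model, then the percent of counted pairs at plastid and mitochondrial genes and at homopolymer models. Endosperm markers were at 254 to 374 CPM in epidermis and 18.6 to 73.2 CPM in mesophyll.

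A few photosynthesis genes and genes with other roles were called higher in mesophyll. LHCB1.2, a light-harvesting protein of photosystem II, was at 1907 ± 450 CPM in epidermis and 3683 ± 217 in mesophyll (log2 fold change -0.98, SE 0.15, edgeR adjusted p = 0.0236). The Rubisco small subunit genes RBCS1B and RBCS3B had log2 fold changes of -1.97 and -1.52. These genes have near-identical paralogs and pairs matching more than 1 model equally well were removed, so which member differed is uncertain. Among called genes outside photosynthesis the largest differences were at the defensin-like gene LCR68 (-2.88), the vacuolar iron transporter VIT1 (-2.71), the dormancy-associated DYL1 (-2.57), the dirigent-like AT1G55210 (-2.11), the zinc finger factor IDD4 (-1.93), the peroxisomal malate dehydrogenase PMDH2 (-1.89) and AT1G29270 (-1.64). Their adjusted p ranged from 0.0118 to 0.0268 in edgeR. Without replicate 3 the edgeR test called 0 genes higher in mesophyll (of 1414 genes at an unadjusted p under 0.05 in either direction), and without replicate 1 it called 6. LHCB1.2 and AT1G29270 were lost without each replicate (0.0572 to 0.117, and 0.0569 to 0.134). Without replicates 1, 2 or 3 RBCS1B was lost at 0.112, 0.0849 and 0.131, and RBCS3B at 0.0667, 0.0929 and 0.154. LCR68 was lost only without replicate 3 (0.0691), and without replicates 1 and 3 VIT1 (0.111 and 0.113), DYL1 (0.107 and 0.0928), AT1G55210 (0.0886 and 0.150), IDD4 (0.0658 and 0.0529) and PMDH2 (0.127 and 0.158) were lost, PMDH2 also without replicate 4 (0.0659). Of 55 tested photosynthesis genes 54 had a negative log2 fold change, and 31 had an unadjusted edgeR p under 0.05. Over all genes 3 were called lower in epidermis, and the likelihood ratio test called 4 lower and 1 higher. When adjusted over the list alone 15 were lower and 1 higher. The list's median was -0.41 (camera adjusted p = 3.53e-09, and adjusted p = 0.398 with an estimated correlation). Plastid and mitochondrial genes together took 0.956 ± 0.400% of the counts in epidermis and 1.56 ± 0.109% in mesophyll (exact two-sided permutation p = 0.0286). Mitochondrial genes alone were at 0.0205 ± 0.0102% against 0.0253 ± 0.0037%, with overlapping ranges (exact two-sided permutation p = 0.457). Plastid genes alone were lower in epidermis, at 0.936 ± 0.390% against 1.54 ± 0.108% (exact two-sided permutation p = 0.0286). In the same libraries endosperm markers went the other way, at 315 CPM in epidermis and 54.8 CPM in mesophyll.

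Vascular, storage and oil genes were compared next. The vascular and procambial list was called lower in epidermis (14 tested, median -1.42, camera adjusted p = 0.00254, adjusted p = 0.398 with an estimated correlation). Its mean of log2(CPM + 1) was 2.14 and 1.98 in epidermis replicates 1 and 2, while replicates 3 and 4, at 3.59 and 3.81, lay within the mesophyll range of 3.48 to 4.09. Without replicate 2 the list's mean difference was -1.04 in place of -1.63. Its 1 called member went the other way: SUC2, a sucrose transporter of phloem companion cells, was at 46.4 ± 6.89 against 7.91 ± 4.22 CPM (log2 fold change 2.76, edgeR adjusted p = 0.0282), and was lost without replicates 1, 2 or 3 (0.119, 0.101 and 0.0992). As with SUC2, endosperm markers were higher in epidermis (315 against 54.8 CPM). When adjusted over the list alone 1 gene was higher and 2 were lower. No gene of 14 tested storage protein and oil body genes passed the edgeR test over all genes or over the list alone (2 had an unadjusted p under 0.05, and 1 was lower in the likelihood ratio test), and the list was called lower in epidermis (median -1.45, camera adjusted p = 0.00308, adjusted p = 0.449 with an estimated correlation). Its mean difference of -1.22 was -0.63 without replicate 2 and -0.69 without replicate 4, where the call was lost (0.0947 and 0.106), and -1.91 without replicate 1. In replicates 1 and 3 its mean of log2(CPM + 1) was higher in epidermis (8.02 against 7.28, and 6.99 against 6.78). Genes of plastidial fatty acid and triacylglycerol synthesis were not called as a group (23 tested, median -0.21, camera adjusted p = 0.0507), and none passed over all genes (2 at an unadjusted p under 0.05 in edgeR, 1 by the likelihood ratio test), while FAD3 was lower when adjusted over the list alone. That list was called with no block (0.0199), without replicate 1 (0.0378), with library size alone (0.0387), with reads counted singly (0.0403) and with a filter of 10 CPM (0.0499).

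Regulators of embryo maturation did not move together, but LEC1 did differ. LEC1, a master regulator of embryo identity on chromosome 1 from 7727577 to 7729649 (minus strand, TAIR10.1), was at 123 ± 28.9 against 24.6 ± 12.0 CPM (log2 fold change 2.40, SE 0.38, edgeR adjusted p = 0.0268). It was lost without replicate 1 (0.0858) and replicate 3 (0.156). FUS3 was at 144 ± 48.3 against 68.1 ± 14.2 CPM and was not called (log2 fold change 1.05, adjusted p = 0.140). Of 10 tested regulators 1 was higher in epidermis and 2 were when adjusted over the list alone. The list's median of -0.01 and mean of 0.12 differ in sign, and camera gave adjusted p = 0.515. Of 14 leaf polarity genes 2 were called, AS2 of adaxial identity (4.57) and FIL of abaxial identity (1.98), and 4 were higher and 1 lower when adjusted over the list alone. The polarity list was called (median 0.61, camera adjusted p = 0.00889, adjusted p = 0.244 with an estimated correlation), and was lost without replicate 4 (0.0639). In the leave-one-out fits AS2 was lost without replicates 2, 3 and 4 (0.0891, 0.0691 and 0.0569) and FIL without replicates 1, 3 and 4 (0.102, 0.130 and 0.0740). LEC1, AS2 and FIL moved the same way as endosperm markers (315 against 54.8 CPM). Of the 14 polarity genes 11 had a positive and 3 a negative log2 fold change.

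All 44 transcription factors tabled by the study had a positive log2 fold change, with a median of 3.46. Of these 11 were higher in epidermis over all genes tested, among them PDF2, MYB4 (3.23) and NARS1, and 44 when adjusted over the list alone. MYB4 was lost without replicates 1 and 3 (0.0775 and 0.0641). The list was chosen on these samples, so these counts are not independent evidence. Endosperm markers moved the same way (315 against 54.8 CPM), and the list holds 2 genes of the endosperm list and 2 of the seed coat list, without which its mean difference was 3.23 in place of 3.48. The number called was 21 with no block for replicate number and 42 with the likelihood ratio test. This list was the 1 of 22 that camera still called with an estimated correlation (6.34e-35 with the preset correlation and adjusted p = 0.0458 with an estimated correlation). WOX8, a homeobox gene of the basal embryo lineage, was not called (adjusted p = 0.0808), but was with no block (0.0157) and by the likelihood ratio test (3.83e-05). Its levels in epidermis were 3.97, 3.07, 1.63 and 28.9 CPM, and the ratio of pooled counts was 554 with a counting interval of 153 to 4583. That ratio was 133 without replicate 4, 1065 without replicate 1 and 1049 without replicate 3. With no block the log2 fold changes of PDF2, ATML1, EGL3, LEC1 and FUS3 were 3.03, 2.86, 2.51, 2.31 and 1.08, where the fit with the block gave 3.15, 3.12, 2.52, 2.40 and 1.05. ARR20, also in this list, followed the level of the most abundant gene model in a fixed ratio and was not called (log2 fold change 0.78, edgeR adjusted p = 0.166).

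Stress, growth and housekeeping genes were compared in the same way. Genes of the rapid stress and touch response had a median log2 fold change of 2.56 over 20 tested members, with none called over all genes in edgeR (12 at an unadjusted p under 0.05, 11 by the likelihood ratio test) and 11 higher in epidermis when adjusted over the list alone, among them ZAT10 and WRKY33 (camera adjusted p = 4.42e-08, adjusted p = 0.213 with an estimated correlation). Of the list's 30 members 8 are also among the transcription factors tabled by the study. Epidermis replicate 2 stood apart: its mean of log2(CPM + 1) over the list was 4.90, against 3.04 in the next epidermis library and 1.31 to 2.31 in mesophyll. The list's mean difference of 2.41 was 1.59 without replicate 2 and 1.55 with a filter of 10 CPM. Of 7 tested jasmonate genes none was called in edgeR (3 at an unadjusted p under 0.05, 2 by the likelihood ratio test) and 3, MYC2, JAZ10 and AOS, were higher when adjusted over the list alone (median 1.69, camera adjusted p = 0.0110, adjusted p = 0.158 with an estimated correlation), and the list was lost without replicate 2 (0.0683) or 4 (0.0976) and with a filter of 10 CPM (0.0605). Without replicate 4 its mean difference was 0.23 in place of 1.18. Of 5 tested heat shock genes none was called in edgeR (2 at an unadjusted p under 0.05, 2 by the likelihood ratio test) and 2, HSP17.6II and HSP17.6A, were higher when adjusted over the list alone, and the list was not called (median 0.14, camera adjusted p = 0.0673), but was without replicate 4 (0.0232). The rapid stress and jasmonate lists moved the same way as endosperm markers (315 against 54.8 CPM). No cell cycle gene of 30 and no reference gene of 8 passed the edgeR test over all genes or over the list alone, with medians of -0.08 and -0.10 and camera adjusted p of 0.351 and 0.657. At an unadjusted p under 0.05 there were 3 and 0, and the likelihood ratio test called 1 and 0. The rotation test fry, which asks only whether a list's genes move 1 way, called 12 of the 22 lists. It called none of the 3 lower in epidermis (photosynthesis 0.0765, vascular 0.279 and storage 0.350), nor early flavonoid (0.0507), polarity (0.0765) or rapid stress genes (0.0868), and it called heat shock genes (0.0463).

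The next comparison asked how alike the replicates of each tissue were. Epidermis libraries lay farther from their tissue mean than mesophyll libraries, with distances in log2 CPM of 138 ± 26.5 against 108 ± 9.52 (n = 4 each, exact two-sided permutation p = 0.0286). Epidermis replicate 4 had the largest distance, 175, and without replicate 4 the difference was 12.0 in place of 30.2, with p = 0.1 in an exact two-sided test, the smallest that 3 against 3 allow. Spearman correlations between libraries were 0.784 to 0.863 within epidermis, 0.881 to 0.910 within mesophyll and 0.755 to 0.876 between tissues. The paper proposes that endosperm contamination may lie behind the wider epidermis spread. Its methods also give a somewhat lower RNA integrity for epidermis than for mesophyll. Neither was tested as a cause of the spread. The number of genes with at least 1 read pair was 18517 ± 562 in epidermis and 18360 ± 450 in mesophyll, a difference within the spread between replicates (exact two-sided p = 0.686). The sign of that difference turned without replicate 3 (-47) and with a minimum of 1 CPM (-2.5).

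**Figure D3:**
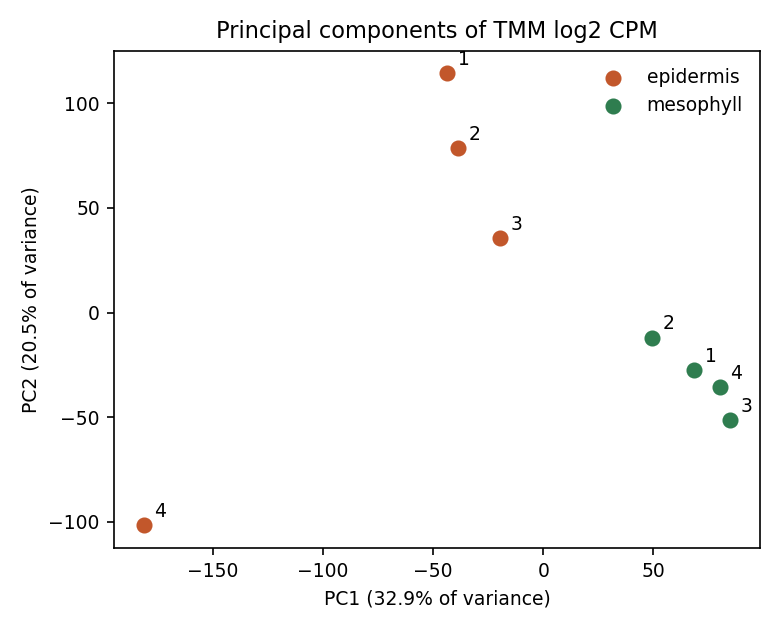
The first and the second principal component of TMM log2 CPM over 15794 genes, 1 point per library, numbered by replicate and coloured by tissue. The axes hold 32.9% and 20.5% of the variance, and the 4 epidermis libraries are more spread than the 4 mesophyll libraries.

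The last comparison asked how the number of differing genes depends on the number of replicates. With the edgeR quasi-likelihood test and a block for replicate number, 2 replicates gave a median of 147 genes over 6 subsets (48 to 221), 3 replicates 112.5 over 4 subsets (54 to 150) and all 4 gave 171. The likelihood ratio test with the block gave medians of 663.5 (448 to 750) and 689 (602 to 789), then 821. Of these tests it is the one named in the study's methods, which modelled harvest date in place of replicate number. The study's tabled log ratios of PDF2, ATML1, EGL3, LEC1 and FUS3 equal those of the fit with no block at the digits printed, while that of NARS1 equals neither fit. Which fit stands closest to the study's own counts is therefore uncertain. With no block the quasi-likelihood test gave 39.5, 150 and 361. Of 57 named genes 46 were called, and 15 of these were called without each replicate in turn, among them PDF1, PDF2, FDH, GSO2, KCS6, KCS20, DCR and UGT78D1. Apart from the genes that the study discusses, the rule named only called genes, so the share of 46 in 57 largely follows from it. The 9 tested named genes that were not called passed the likelihood ratio test, and 4 of them, MYB118, MYB56, WOX8 and CER10, passed with no block. Left out in turn, replicates 1 to 4 ended 26, 15, 29 and 13 of the 46 calls.

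**Figure D4:**
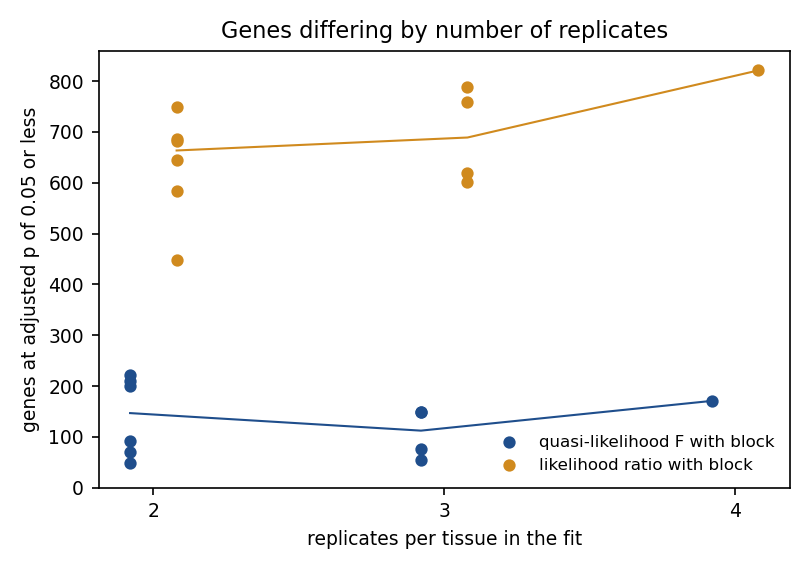
Number of genes at an edgeR adjusted p of 0.05 or less (vertical axis) against the number of replicates per tissue in the fit, 1 point per subset of replicate numbers, with lines through the medians, for the quasi-likelihood F test and the likelihood ratio test with the replicate block. With all 4 replicates they gave 171 and 821 genes.

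A small set of gene models took a large part of the counts in both tissues. AT5G18610, the most abundant model, held 2.14% to 5.66% of the pairs of a library, and its exons hold a run of 37 A or T bases. Homopolymer models, those with a run of 20 or more A or T bases or in a fixed ratio to AT5G18610, took 13.9 ± 3.59% of the pairs in epidermis and 8.77 ± 0.689% in mesophyll (exact two-sided permutation p = 0.0857). None of 186 such models tested was called in edgeR, 36 had an unadjusted p under 0.05 and 5 passed the likelihood ratio test. Without them 187 genes were called, 168 higher in epidermis and 19 higher in mesophyll.

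**Figure D5:**
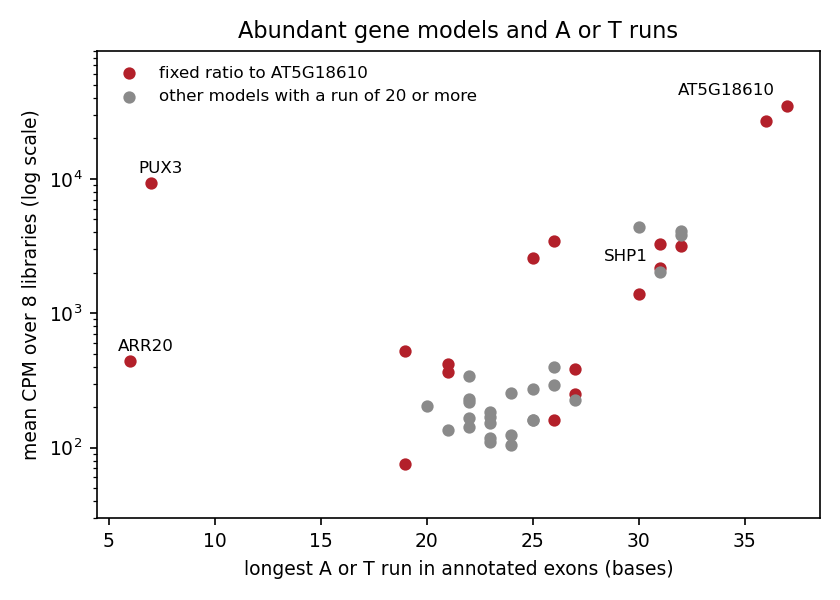
Mean CPM over 8 libraries (vertical, log scale) against the longest run of A or T in annotated exons (horizontal, bases) for abundant gene models, red where the model kept a fixed ratio to AT5G18610 and grey for other models with a run of 20 or more. Homopolymer models have such a run or a fixed ratio to AT5G18610, which has a run of 37, and PUX3 and ARR20 share its profile with runs of 7 and 6.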

Values the study reported

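The study's methods name an edgeR likelihood ratio test that modelled tissue and harvest date. It reported 870 differentially expressed genes between epidermis and mesophyll with 4 biological replicates, 803 with 3 and 752 with 2. It reported that 571 of the 870 had a log ratio above 1. The first 2 axes of its principal component analysis represented 41.46% of the variance. Among transcription factors its log ratios of epidermis over mesophyll were 3.03 for PDF2, 2.86 for ATML1, 2.51 for EGL3, 2.31 for LEC1 and 1.08 for FUS3.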

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

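The comparison of reads counted singly with pairs and the count of lowest libraries were chosen only after their values were seen, and the rule on the distance of 1 library from the other 3 of its tissue was set before the data were examined. That rule was set for 172 groups (86 measures in each tissue), of which those with equal values in all libraries could not be judged. Chance sets off about 1 in 20 groups. That rate does not hold for JR1, CYP71A23 and MPL1 in mesophyll, where a single pair in 1 library was enough. It picked 16.

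In epidermis the mean of log2(CPM + 1) over the plastidial fatty acid list was 8.72 in replicate 1 and 8.50 to 8.53 in the others. NARS1 was lowest in replicate 1, at 7.68 CPM against 15.5 to 17.1. PDF1 was highest in replicate 2, at 2253 CPM against 1128 to 1291, and so was MYB56, at 10.4 against 5.90 to 6.47. WOX8 was at 28.9 CPM in replicate 4 and at 1.63 to 3.97 in the others. CER1, below the filter on low counts, reached 2.21 CPM in replicate 3 and at most 0.176 in the others.

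In mesophyll replicate 3 the cuticle genes KCS6 and LTPG1 were lowest, at 5.75 CPM against 22.5 to 23.7 and at 55.2 CPM against 209 to 225. WER was at 8.08 CPM there and at most 0.176 in the other mesophyll libraries. CYP71A23 and MPL1 each had a single read pair in mesophyll, in replicate 3 (0.0332 CPM), and JR1 a single pair in replicate 4 (0.0322 CPM). BDG was highest in mesophyll replicate 1, at 12.1 CPM against 4.96 to 5.83. In mesophyll replicate 4, FUS3 was at 89.4 CPM against 60.6 to 61.4, CER10 at 209 against 149 to 155, and CER1 at 0.580 against at most 0.0356.

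Over all 155 genes called higher in epidermis, the lowest mesophyll library was replicate 3 for 94, replicate 1 for 27, replicate 4 for 23 and replicate 2 for 11, where equal chances give 25% each and ties were given to the lower number. The share over all tested genes was not counted, and genes can vary together, so the 25% is no test. Among reads counted singly, which were used only in an alternative, AT3G30300 had 25432898 reads and 861979 pairs, or 29.5 reads per pair. The median over models with many reads was 2.22 reads per pair.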

How the results depend on the processing

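The counts with reads taken singly, without homopolymer models and with the bias-adjusted fit, the likelihood ratio medians with no block, and the fold limits without 1 replicate, were chosen after seeing the data. Against 171 genes (155 higher in epidermis, 16 higher in mesophyll), the count was 361 (276 and 85) with no replicate block, 821 (557 and 264) with the likelihood ratio test, 1320 (786 and 534) with DESeq2, 497 (333 and 164) with voom, 633 (472 and 161) with the bias-adjusted fit and 257 (46 higher in mesophyll) with a filter of 10 CPM. With no filter 31 genes were higher in mesophyll. The 171 genes were all among those of the likelihood ratio test and DESeq2, 165 were among those with no block and 170 among those of voom. Other scaling factors, thinning, reads counted singly, a 2-fold minimum and the lack of homopolymer models gave 166 to 187. Without 1 replicate the counts were 54 to 150 (54 to 136 and 0 to 16). With no block and without 1 library, the counts were 162 (epidermis replicate 2 left out) to 264 (epidermis replicate 3), with 257 without epidermis replicate 1, all below the 361 of the same fit on 8 libraries. Those higher in mesophyll were 110, 33, 69 and 62 without epidermis replicates 1 to 4 and 25, 32, 30 and 29 without mesophyll replicates 1 to 4. Those higher in epidermis ran from 129 without epidermis replicate 2 to 217 without mesophyll replicate 2, against 276 on 8 libraries. Fewer samples may account for part of the lower counts, but no cause of these differences was tested.

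Of 22 lists 17 were called, and 1 with an estimated correlation, the transcription factors that the study had tabled on these samples. Heat shock genes turned to a mean of -0.10 with the 10 CPM filter. The difference in genes detected turned to -2.5 with a minimum of 1 CPM (exact p 0.971), and without 1 replicate it ran from -47 (exact p 1) to 304. The difference in spread was 4.74 for the 500 most variable genes (exact p 0.0571). Without 1 replicate it was 12.0 to 40.5, that in endosperm markers 246 to 272 CPM and that in organelle counts -0.683 to -0.466 points, all with the smallest exact p that 3 against 3 allow (0.1). Seed coat markers differed as a mean of log2(CPM + 1), by 0.43 (exact p 0.0286). With 2 replicates the medians were 663.5 for the likelihood ratio test, 39.5 with no block and 631.5 for both together, and with 3 replicates 689 and 616 for the likelihood ratio test with and without block. The causes were not tested. Over all settings the named genes gave 1137 values on the same side of the threshold, 67 newly past it, 118 no longer past it and 0 of the other sign. Most of these genes were named because they were called in the main fit, which favours an unchanged sign. Low-count genes limit the folds: 4 called genes had no mesophyll pair.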

Other observations

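The tests of endosperm, seed coat, homopolymers and a response shared by both tissues of replicate 2, and the lists of SWEET and photorespiration genes, were chosen only after the results were seen. Of the SWEET family of sugar transporters, 3 members were called higher in epidermis and none higher in mesophyll. SWEET11 and SWEET15, which carry sucrose out of cells and feed the seed, were at log2 fold changes of 6.06 and 6.92 (128 and 121 CPM in epidermis, 1.86 and 1.11 in mesophyll), and SWEET5 was at 271 against 56.5 CPM. These 3 were called by edgeR, of 4 tested in a family of 17. The other tested member, SWEET1, was at 19.3 against 47.5 CPM, lower in epidermis in each pair, and was not called (log2 fold change -1.46, edgeR adjusted p = 0.165), though it was by the likelihood ratio test (0.0210). Of 13 tested photorespiration genes 2 were called, both higher in mesophyll: GOX1, a glycolate oxidase, with a log2 fold change of -1.30, and PMDH2 with -1.89. The list's median was -0.56, and 3 of its genes had a positive log2 fold change. The lists were chosen from these genes, so tests of them as groups are not reported here.

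The study raised endosperm RNA in its epidermis sections, and very large folds in epidermis may come from it. Of 28 called genes outside the lists with a log2 fold change above 5, 23 (82.1%) had levels over the 4 epidermis libraries that followed the endosperm list more closely than the protoderm and HD-ZIP IV lists, against 24 of 89 with smaller folds (27.0%, Fisher's exact p = 3.03e-07) and 1 of 16 called cuticle genes. Fisher's test counted genes that vary together as independent, so its p overstates the evidence, and the profiles span only 4 libraries. The endosperm and HD-ZIP IV lists share FWA and HDG3. Among the 16 cuticle genes FDH is itself in the protoderm list, so that comparison is not independent of the profile. The list profiles differed most in replicate 2, at -0.60 for endosperm and 0.43 for protoderm and HD-ZIP IV, with -1.23 for the 28 genes. Among the 28 are the protease genes CEP1 and ALPHA-VPE, SWEET11 and SWEET15. Seed coat RNA could not be separated from this: 8 of 22 seed coat genes reached 1 CPM in 2 or more epidermis libraries, which the bound first set for the test read as excluding seed coat, but that bound was changed after the value was seen because endosperm, with 7 of 21 genes, would have been excluded too. So seed coat and endosperm cannot be told apart for these genes, and their expression in the embryo epidermis itself stays open and untested.

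Very abundant gene models in a fixed ratio to each other may hold reads of A or T homopolymers. Of 17 such models 13 (76.5%) had a run of 20 or more A or T bases, against 169 of 15638 others (1.08%, Fisher's exact p = 1.05e-22). The median level was 20.4 CPM for runs of 0 to 9 bases and 27.6 CPM for runs of 20 to 24 (153 models). It was 161 CPM for runs of 25 to 29 (18 models) and 3298 CPM for runs of 30 or more (11 models). PUX3 and ARR20 share the ratio without a long run. Models of this kind do not account for the number of differing genes, which was 187 without them. No biological explanation was tested.

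Rapid stress and touch genes were high in epidermis replicate 2, with 18 of 20 tested genes at their highest there. A response of both tissues of replicate number 2 was argued against by mesophyll replicate 2, whose list mean lay -0.53 log2 units from the highest other mesophyll library. Depth could not be judged by thinning, which left epidermis replicate 2, the smallest library, as it was and put it 1.86 log2 units above the next epidermis library. The numbers may not mark the same plant in both tissues, so a response in 1 plant, or during its dissection, stays open and untested.

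For the gene count with no block, splits of the 8 libraries argued against chance, at the smallest share that 35 splits allow. With no block 1 of 35 splits of the 8 libraries, the real one, gave 361 genes, and the highest of the others gave 0. With the replicate block 1 of 32 splits gave 171 genes, with 0 as the highest of the others. Only 8 of the 32 part all 4 same-numbered pairs, too few for a share under 0.05 among these, so chance was not excluded for that count. For lists 1 of 32 splits gave 17 and the highest other gave 16, so the number of lists called separates the real split from others by 1 list. The 17 include the study's transcription factors, a list chosen on the real split. Both splits with 16 lists put epidermis replicate 1 and mesophyll replicate 1 on 1 side.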
